A study of Mus musculus with 21 samples.

How the data were processed

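Total RNA from pieces of dissected PSM was hybridised to Affymetrix mouse arrays. Per the labels' protocols, embryos were treated with pancreatin (2 mg/ml, 1 min), surrounding tissue was removed, the PSM was divided into 7 pieces, RNA was extracted with Trizol, and biotin-labelled cRNA was made with 2 rounds of amplification. Amplification from small amounts can distort levels and shorten transcripts towards the 3' end. The deposited values are linear signal intensity per probe set, scaled by the authors with MAS5 per the submitters' processing notes, whose version and scaling target are not given in the sources used here. MAS5 makes array means alike, as the range of 151 to 154 in mean signal shows, so a change shared by most genes cannot be seen, and it gives noisy values at low signal. Detection calls were not used here.

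All 21 arrays were assigned to parts by their titles. Of 45101 probe sets, 64 were controls, 9160 had no gene symbol in the platform annotation, 932 had several and were left out, and 34945 had 1 symbol, of which 34741 were found in the RefSeq gene table of assembly GRCm38.p6, used for names only. The probe set with the highest mean stood for each of 18193 genes, which passes over probe sets that behave otherwise. Values were tested as log2(value + 16), so that a signal of 0 becomes 4 and fold changes of low genes are understated. A gene was kept if its probe set reached the median of all table values, 13.3, in at least 3 arrays, which left 12141 genes. No array measure of depth exists, and the number of arrays limits the precision.

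Tests used limma 3.58.1 in R 4.3.3 with a mean-variance trend, no covariate, and Benjamini-Hochberg adjustment with a threshold of 0.05. The tests were a moderated F test over the parts, a slope with the part number, part 7 against part 1, each pair of neighbouring parts, and the mean of parts 3, 4 and 5 against that of parts 1, 2, 6 and 7. All but the slope came from 1 fit over all 7 parts with 14 residual degrees of freedom. The slope came from a separate straight-line fit on the part number, whose error also takes in departures from a line. Gene list shifts of the slope were tested with camera, with a preset correlation of 0.01 and again with the correlation estimated. The spread of cyclic genes was set against 10000 random lists matched on mean level, and correlations were tested with 100000 permutations, two-sided. Errors are the SD over 3 arrays or the SE of the fit.

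The tests, the 28 gene lists, the alternatives not marked as added and the rule for named genes were chosen before the data were examined. The rule names, for the slope, the 10 largest each way among called genes with one sign in all 3 replicate numbers; for part 7 against part 1, the 5 largest each way; for each neighbouring step, up to 3 each way; for the middle parts, the 10 highest and 5 lowest; up to 4 members of each list by absolute slope; every gene behind a count of 5 or fewer; and a fixed set of 16 PSM genes. Not all of the list members it allows are named, and 1 gene it names is not reported here.

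Alternatives were pseudocounts of 1 and 64, no filter or a filter at the 75th percentile, quantile normalization, median centring, no variance trend, array weights, the mean of a gene's probe sets or every probe set alone, only the 2 groups compared, the replicate number as a fixed or random block, and each replicate number or single array left out. The fits were checked on simulated data with the real means and spreads and 12141 genes. A change of 1 log2 unit spread evenly over the parts was recovered in 88.7% of 100 genes per draw by the slope and in 77% by part 7 against part 1, and a change of 2 in 99% and 97%; a change of 1 at a single step was recovered in 58% and one of 2 in 95.3%. The F test recovered 62% and 95.3% of the evenly spread changes. Of its calls 7.81% were false, more than the 0.05 share the threshold allows, against 4.41% for the slope and 4.4% for part 7 against part 1. These rates hold for 100 changed genes per size of change. In the real arrays 2330 slopes were called, so the rates need not carry over to them.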

Results

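The presomitic mesoderm (PSM) is the unsegmented tissue on both sides of the caudal neural tube, from which somites are cut off in sequence. It was dissected from CD-1 mouse embryos, an outbred strain, at embryonic day 8.5 by the stage label and 9.0 days post-coitus by the dissection protocol. Each PSM was divided into 7 pieces, and each piece had 3 arrays, 21 in all, so that expression could be followed from tailbud to somite. The labels do not state which part number lies at which end, and positions are therefore given by part number alone. The design text says that left and right PSM came from 1 embryo and another set from another embryo, without saying which replicate numbers these were. Some arrays thus share an embryo. The p-values measure only the spread between these arrays, and on that count are too small as a measure of differences across embryos. Leaving out a term for the replicate number worked the other way in these data. With a block for it, every call of part 7 against part 1 was kept and the count rose from 1625 to 2850. The balance of both was not estimated. The mean MAS5 signal per array lay between 151 and 154 and the median between 12.9 and 13.7. No 2 arrays held identical values. The number of arrays limits the precision.

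Expression changed along the PSM in both directions. Meox1, a homeobox gene of somite differentiation, had a log2 signal of 5.29 ± 0.59 (SD, n = 3) in part 1 and 11.40 ± 0.28 (SD, n = 3) in part 7. Its slope of 1.16 ± 0.11 (SE) per part was the highest of all rising genes named (adjusted p = 2.51e-08). Aldh1a2, the enzyme that makes retinoic acid in the paraxial mesoderm, rose by 0.98 ± 0.07 (SE) per part, from 5.09 ± 0.52 to 10.63 ± 0.36 (SD, n = 3). In the other direction Hoxd13, the most 5' gene of its cluster, had a slope of -1.0 ± 0.10 (SE) per part (adjusted p = 1.52e-07), and Cyp26a1, which degrades retinoic acid, went from 10.64 ± 1.37 in part 1 to 5.12 ± 0.08 (SD, n = 3) in part 7. Other steep risers were Met, the receptor of hepatocyte growth factor (0.97 ± 0.09), Uncx (0.96 ± 0.08), which marks the caudal compartment of somites, Cer1 (0.96 ± 0.12), Fgf18 (0.93 ± 0.12), Stum (0.93 ± 0.08), the chemokine gene Cxcl12 (0.86 ± 0.07) and the netrin gene Ntn1 (0.84 ± 0.07). Slopes of the other steep fallers were -0.99 ± 0.07 for Gad1, -0.81 ± 0.06 for the caudal homeobox gene Cdx4, -0.77 ± 0.05 for Rspo3, a secreted enhancer of Wnt signalling, -0.72 ± 0.07 for Evx1, -0.69 ± 0.08 for the paraxial mesoderm regulator Tbx6, -0.69 ± 0.05 for Stk26, -0.68 ± 0.08 for Evx1os and -0.67 ± 0.09 for the Wnt antagonist Dkk1. Each of these slopes had one sign in all 3 replicate numbers. Of the 12141 genes tested with limma, 2330 had a slope at an adjusted p under 0.05, of which 986 rose and 1344 fell, and 2295 of them had the same sign in all 3 replicate numbers. The moderated F test called 1627 genes as different between any parts, of which 583 had their highest mean in part 1 and 316 in part 7, the most of any parts. Slopes of other probe sets were nearer 0 in several of these genes: 0.07 for Met, 0.02 for Ntn1, 0.06 at the lowest for Cxcl12, 0.31 for Cer1, -0.07 for Hoxd13, -0.12 for Gad1, -0.17 for Stk26 and -0.32 for Rspo3. Of genes named further on, so were those of Cdx2 (-0.08), Rarg (-0.03), Snap91 (0.07) and Myocd (0.10), among others.

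**Figure D1:**
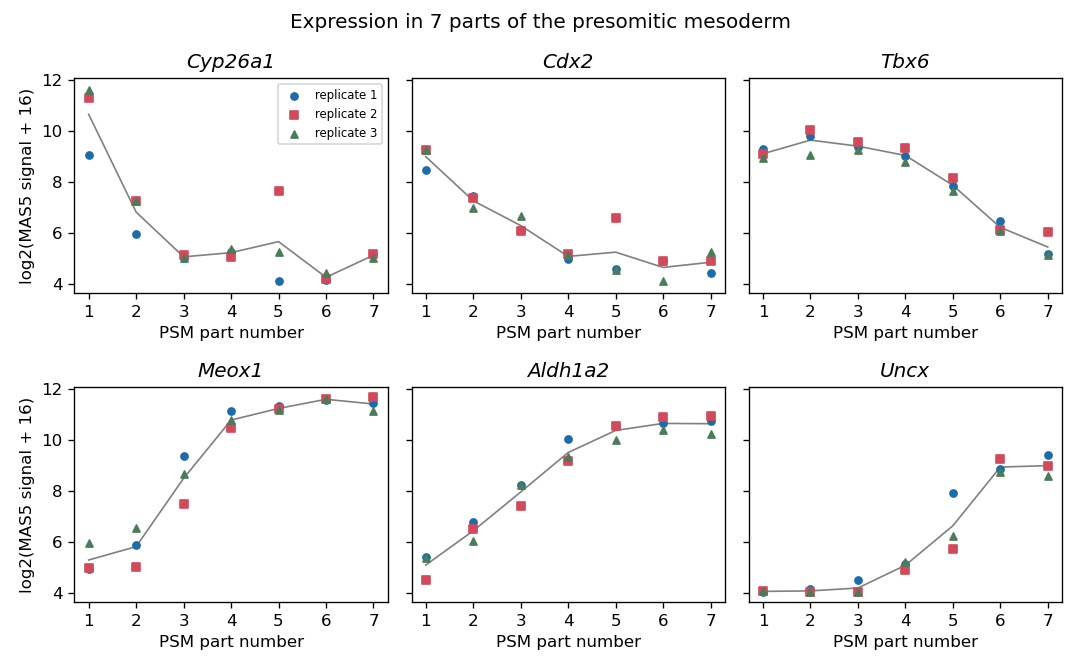
Log2(MAS5 signal + 16) of 6 genes in each of the 21 arrays against the PSM part number, with symbols for the replicate numbers and a line through the part means. Cyp26a1 and Cdx2 were highest in part 1, Tbx6 was highest in part 2, and Meox1, Aldh1a2 and Uncx rose, Meox1 from a mean of 5.29 in part 1 to 11.40 in part 7.

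Genes of the caudal progenitor and posterior PSM programmes fell with part number. Of 19 tailbud progenitor genes measured, 16 fell, 0 rose and 3 did not pass, with slopes of -0.67 ± 0.08 for Cdx2 and -0.49 ± 0.07 for Wnt3a, a ligand that maintains caudal progenitors, and a smaller -0.28 ± 0.04 for Fgf8 (SE). Adjusted over the list alone, 17 fell. Of 14 posterior presomitic genes, 9 fell and 5 did not pass (10 adjusted over the list alone), with Hes7, a repressor of the segmentation clock, at -0.58 ± 0.08 and Msgn1 at -0.27 ± 0.05. FGF targets fell in 9 of 13 cases, led by Il17rd at -0.53 ± 0.06, while Spry1 rose by 0.19 ± 0.05 and 3 did not pass; adjusted over the list alone the counts were again 9 and 1. T was not analysed here. The 3 lists were shifted down against all other genes by limma's camera (adjusted p = 1.02e-16, 1.5e-07 and 7.88e-06), also with an estimated correlation (adjusted p = 0.019, 0.02 and 0.02 with an estimated correlation). Some arrays share an embryo, so on that count the p-values are too small as a measure across embryos.

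Somite genes rose. Of 18 somite and paraxial differentiation genes 13 rose, 0 fell and 5 did not pass (14 rose adjusted over the list alone), among them Tcf15, needed for somites to become epithelial, at 0.72 ± 0.05, Pax3 at 0.56 ± 0.08 and Meox2 at 0.84 ± 0.08 (SE). Camera gave an adjusted p of 7.37e-17, and an adjusted p = 2.99e-06 with an estimated correlation. Of 14 segment boundary genes 7 rose and 7 did not pass, with the same counts adjusted over the list alone; Dmrt2 rose by 0.77 ± 0.08, Foxc2 by 0.70 ± 0.09 and Ripply2 by 0.73 ± 0.20, which lost its call without replicate 2. The shift of that list had an adjusted p of 4.03e-05, and adjusted p = 0.0964 with an estimated correlation. Mesp2, which sets the segment boundary, had a slope of 0.28 ± 0.16 (adjusted p = 0.247), and the Notch modifier Lfng 0.04 ± 0.06 (adjusted p = 0.672). Of 24 ribosome biogenesis genes 6 rose, 9 adjusted over the list alone, by small amounts such as 0.12 ± 0.03 for Nop2 and 0.09 ± 0.02 for Polr1b (adjusted p = 0.000284 for the list, adjusted p = 0.0964 with an estimated correlation). These p-values too rest on arrays of which some share an embryo.

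Among signalling lists, 7 of 15 Wnt targets fell, 8 adjusted over the list alone, with Sp5 at -0.39 ± 0.06 and Apcdd1 at -0.28 ± 0.05 (SE), and 1, the secreted inhibitor gene Wif1, rose. The list had an adjusted p of 0.0111, and adjusted p = 0.142 with an estimated correlation. Of 23 cyclic genes, whose transcripts oscillate in the PSM, 11 fell, 2 rose and 10 did not pass (11 and 3 adjusted over the list alone; adjusted p = 0.00373, and adjusted p = 0.0694 with an estimated correlation). The Notch and clock list went both ways, with 4 genes up, among them Heyl at 0.39 ± 0.05, and 3 down, among them Dll1 at -0.43 ± 0.10, 8 not past the threshold, and 5 up and 3 down adjusted over the list alone (adjusted p = 0.808). Hes5 had a slope of 0.37 ± 0.14 (adjusted p = 0.0774). Retinoic acid pathway genes split evenly, 4 up and 4 down of 12, with the same counts adjusted over the list alone: Meis1 rose by 0.48 ± 0.07, and the receptor gene Rarg had a slope of -0.38 ± 0.03 (list adjusted p = 0.96). Here as well some arrays share an embryo, and on that count the p-values are too small as a measure across embryos.

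The glycolysis, oxidative phosphorylation, cell cycle, adhesion and matrix lists were not shifted at the threshold. Of 21 glycolysis genes 2 rose, 2 fell and 17 did not pass, 2 and 2 also adjusted over the list alone; the glucose transporter gene Slc2a3 had a slope of -0.41 ± 0.07 and Aldoc of 0.30 ± 0.03 (SE), and the list an adjusted p of 0.96. Slc16a1 and Bnip3 had slopes of -0.17 ± 0.08 and 0.12 ± 0.05 (adjusted p = 0.154 and 0.074), and gained a call with a block for the replicate number. In oxidative phosphorylation 20 of 23 genes did not pass, 2 rose and 1 fell, and 1 each adjusted over the list alone, the largest slope being -0.05 ± 0.01 for Atp5c1 (list adjusted p = 0.994). For the S and M phase genes 21 of 23 did not pass; the proliferation marker Mki67 fell, with a slope of -0.07 ± 0.01, and Rrm2 rose by 0.05 ± 0.01, also adjusted over the list alone (list adjusted p = 0.808). Of 22 epithelial and adhesion genes 3 rose and 3 fell, 4 and 4 adjusted over the list alone, with the fibrillin gene Fbn2 at 0.55 ± 0.04 (list adjusted p = 0.808). Of 18 matrix genes 3 rose and 4 fell, 4 and 5 adjusted over the list alone, with Col1a2 at -0.31 ± 0.08 (list adjusted p = 0.881). The sign of the median slope differed from the direction of the test in 5 of the 28 lists, and none of these 5 was called by camera: Notch and clock, glycolysis, oxidative phosphorylation, neural tube, and stress and immediate early genes.

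Most blood markers and a few markers of gut endoderm and endothelium fell with part number. The shifts of these lists did not pass with an estimated correlation. Of 11 blood genes 8 fell, 9 adjusted over the list alone, with the embryonic globin gene Hba-x at -0.37 ± 0.11 (SE) per part, and their camera adjusted p was 0.000145, or adjusted p = 0.248 with an estimated correlation. The blood mean per array was highest in part 1 replicate 1, at 9.07 log2 units, against 6.37 in the lowest array. It correlated with part number over the 21 arrays (Pearson r = -0.618, permutation p = 0.00159, adjusted 0.00556; Spearman rho = -0.617, permutation p = 0.00362, adjusted 0.0253). Without 2 arrays far from the median part r was -0.614. All arrays of parts 1 and 7 lie equally far from it, so the choice of these 2 was arbitrary. Within replicate numbers 1, 2 and 3 r was -0.730, -0.233 and -0.917. Of 12 gut endoderm genes 3 fell, also adjusted over the list alone, with the keratin gene Krt8 at -0.30 ± 0.06 (adjusted p = 0.0175; adjusted p = 0.282 with an estimated correlation). The mean of that list gave r = -0.642 (permutation p = 0.00118, adjusted 0.00556) and rho = -0.570 (permutation p = 0.00772, adjusted 0.027). It gave r = -0.574 without 2 arrays chosen in that way, and -0.894, -0.660 and -0.769 within the replicate numbers. Of 15 endothelial genes 2 fell, also adjusted over the list alone (adjusted p = 0.00489; adjusted p = 0.537 with an estimated correlation), and their mean ran from 4.49 in part 2 replicate 2 to 6.96 in part 2 replicate 3. For endothelium r was -0.400 (permutation p = 0.0729, adjusted 0.17) and rho -0.417 (permutation p = 0.0624, adjusted 0.146), short of the threshold. Without 2 arrays chosen in that way r was -0.585. It was -0.691, -0.0414 and -0.768 within the replicate numbers, whose mean levels were 5.70, 5.06 and 6.07. Without replicate 3 the gut endoderm and endothelium lists lost their calls, as did Hba-x without replicate 1 or 3. The log2 3' to 5' signal ratios of actin and Gapdh, which measure RNA quality and amplification, gave r = 0.268 and 0.339 (permutation p = 0.237 and 0.132, adjusted 0.284 and 0.231) and rho = 0.142 and 0.252 (permutation p = 0.541 and 0.271, adjusted 0.631 and 0.379). Within replicate numbers 1, 2 and 3 r was 0.345, -0.438 and 0.861 for actin and 0.393, -0.0558 and 0.816 for Gapdh. These were 5 of 7 array measures set against part number. The neural tube and stress means gave r = -0.269 and 0.156 (permutation, adjusted p = 0.284 and 0.496). Of the gut endoderm genes 5 stand in another list too, and of the blood and endothelial genes 0.

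Of the remaining marker lists, 3 of 4 germ cell genes fell, led by Ifitm3 at -0.22 ± 0.03 (SE), with the same count adjusted over the list alone (adjusted p = 0.0152; adjusted p = 0.091 with an estimated correlation). Of 7 neural crest genes 2 rose, Pax3 and Sox9, also adjusted over the list alone, and 3 of the 7, Pax3 among them, stand in another list too (adjusted p = 0.0496; adjusted p = 0.0964 with an estimated correlation). The list neural crest lost its call with quantile normalization (adjusted p = 0.0556) and without replicate 1 (0.153) or 2 (0.0882), over a range of 0.0314 to 0.153. It also lost its call with a block for the replicate number. Of 10 neural tube genes 2 rose and 3 fell, 3 and 3 adjusted over the list alone, with the fatty acid binding protein gene Fabp7 at -0.57 ± 0.06 and Ncam1 at 0.21 ± 0.02 (list adjusted p = 0.96). The notochord list had 1 gene up and 1 down of 4 (adjusted p = 0.808), the surface ectoderm list 1 down of 6, Grhl3 (adjusted p = 0.421), and the lateral and intermediate mesoderm list 1 up, Wt1, and 1 down, Bmp4, of 9 (adjusted p = 0.857), with the same counts adjusted over each list alone. Among 14 stress and immediate early genes Jun and Gadd45b rose, also adjusted over the list alone (list adjusted p = 0.96). Camera called 15 of the 28 lists, 4 up and 11 down, and 6 of the 15 held with an estimated correlation.

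**Figure D2:**
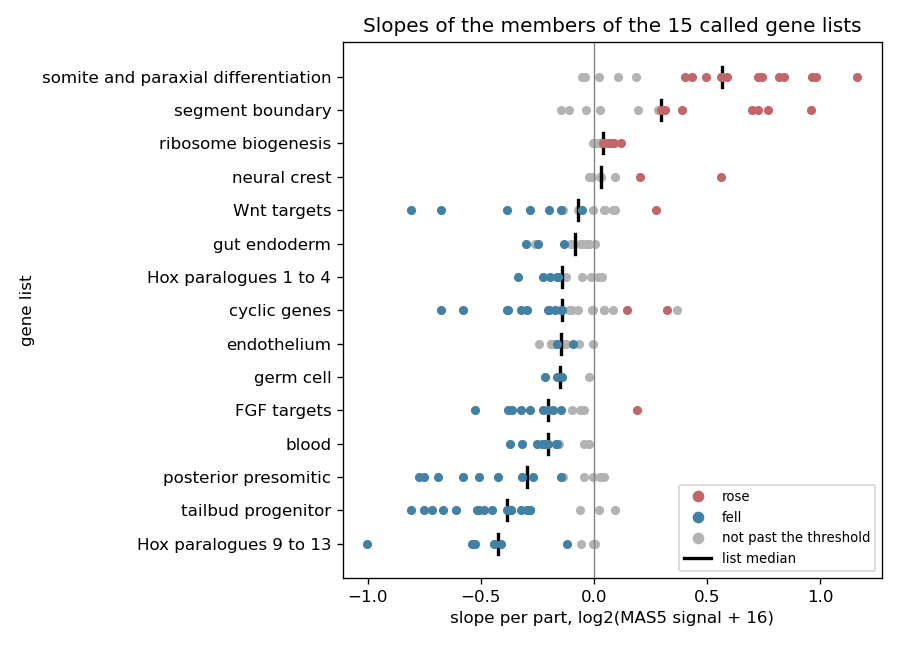
Slope per part, in log2(MAS5 signal + 16), of each measured member (points) of the 15 gene lists called by camera, with the list median as a black bar and colours for genes that rose, fell or did not pass an adjusted p of 0.05. The somite list has the highest median, 0.56, and the list of Hox paralogues 9 to 13 the lowest, -0.43.

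Hox genes mostly fell with part number. Of 28 Hox genes 17 fell and 2, Hoxa5 and Hoxb5, rose. Of Hox paralogues 9 to 13, the 5' genes of the clusters, 7 of 10 fell, 8 adjusted over the list alone, with slopes of -0.54 ± 0.06 for Hoxa11 and -0.52 ± 0.06 for Hoxd10 (SE; list adjusted p = 2.32e-08, and adjusted p = 0.02 with an estimated correlation). Of paralogues 1 to 4, 5 of 10 fell, 6 adjusted over the list alone, with Hoxc4 at -0.34 ± 0.07 and Hoxb1 at -0.23 ± 0.03 (list adjusted p = 0.000747, and adjusted p = 0.049 with an estimated correlation). Paralogues 5 to 8 had 5 of 8 genes down and 2 up, also adjusted over the list alone (list adjusted p = 0.122). Across the 28 genes, which are not independent replicates, higher paralogue numbers had lower slopes (Spearman rho = -0.488, two-sided permutation p = 0.00906; Pearson r = -0.604, permutation p = 0.00045). Without 2 genes far from the median number r was -0.443. These were Hoxd13 and another gene, picked from those tied as next farthest. The rank correlation was -0.667 in 8 Hoxa genes, 0.75 in 7 Hoxb genes, -0.0286 in 6 Hoxc genes and -0.929 in 7 Hoxd genes, values given without a test of the single clusters or of their differences. For the Hox paralogue number against slope, rho was -0.271 over 33 genes without the filter on low values, and no longer passed the test.

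**Figure D3:**
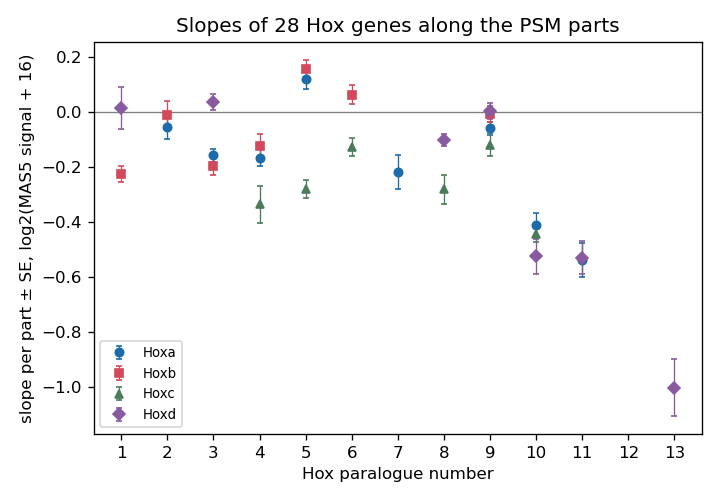
Slope per part with its SE, in log2(MAS5 signal + 16), of 28 Hox genes against their paralogue number, with a symbol for each cluster. Hoxd13 has the lowest slope, -1.0, and Hoxb5 the highest, 0.16.

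Part 7 differed from part 1 by large amounts. Meox1 was 69.1-fold higher in part 7 (log2 difference 6.11 ± 0.39, SE, 3 arrays each), Aldh1a2 46.3-fold, Cxcl12 33.2-fold, Met 30.5-fold and Uncx 30.4-fold. Cyp26a1 was 45.9-fold lower (-5.52 ± 0.64), Gad1 26.9-fold, Hoxd13 23.1-fold, Cdx4 22-fold and Evx1os 18.8-fold lower. The adjusted p from limma was 2.35e-09 for Meox1 and 5.56e-06 for Cyp26a1. Limma called 1625 genes, 740 higher in part 7 and 885 lower, and 671 of them differed by more than 2-fold. These folds are on the log2(value + 16) scale, which understates the change of low genes. Some arrays share an embryo, so that on that count the p-values are too small as a measure across embryos. With a replicate block 2850 genes were called.

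With all 21 arrays the step from part 1 to part 2 had the most called genes of the neighbouring steps. Cyp26a1 was 14.2-fold lower in part 2 (-3.83 ± 0.64, SE, 3 arrays each; adjusted p = 0.00608), Lypd6b 9.54-fold lower and Nkx1-2, a caudal neural and mesodermal progenitor gene, 8.56-fold lower. The forkhead gene Foxc2 was 5.98-fold higher (2.58 ± 0.28; adjusted p = 0.000225), the homeobox gene Meis2 4.78-fold and Myom2 4.2-fold. Limma called 97 genes, 38 higher and 59 lower in part 2, from arrays of which some share an embryo. With a replicate block 486 genes were called. Cyp26a1 and Nkx1-2 lost their calls with a pseudocount of 1, and when a replicate number was left out Nkx1-2 lost it in each case, Cyp26a1 and Lypd6b without 2 or 3 and Myom2 without 2. The actin 3' to 5' log2 ratio was 2.89 ± 0.73 in part 1 and 3.66 ± 0.67 in part 2 (SD, n = 3). With the 3' to 5' ratio of actin and Gapdh as a covariate, a choice made after seeing the data, the count was 155. The count was 186 without part 1 replicate 1, the array with the highest blood mean, 19 without part 1 replicate 2, 51 without part 1 replicate 3 and 17 without part 2 replicate 1.

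Few genes passed between parts 2, 3 and 4 in the fit without a term for the replicate number. With a replicate block the counts of these steps were 18 and 34, and with the number as a random effect 14 and 28. The genes and counts that follow are from the fit without such a term. Meox1 was 6.39-fold higher in part 3 than in part 2 (2.68 ± 0.39, SE; adjusted p = 0.0153), the 1 gene called by limma, against 403 at an unadjusted p under 0.05. From part 3 to part 4, Fgf18 rose 7.49-fold (2.90 ± 0.40; adjusted p = 0.00855), Meox1 4.86-fold, Add3 2.24-fold and Ccng2 1.85-fold, and Cd40 was 2.17-fold lower, among 6 genes called by limma. Fgf18, Meox1 and Cd40 lost their calls in this step with a pseudocount of 1, Cd40 also without the filter or with quantile normalization, and each of the 6 lost its call without at least 1 of the replicate numbers. Some arrays share an embryo, and on that count the p-values are too small as a measure across embryos. The first step lost its call without part 2 replicate 1, part 2 replicate 2, part 3 replicate 1 or part 3 replicate 3 (0 genes each), and counted 2 genes without part 1 replicate 3 or part 2 replicate 3, 3 without part 1 replicate 2 and 7 without part 3 replicate 2. The second counted 0 without part 3 replicate 2, part 4 replicate 1 or part 4 replicate 3 and 10 without part 1 replicate 1.

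Between part 4 and part 5 the secreted antagonist gene Cer1 was 11.9-fold higher in part 5 (3.57 ± 0.45, SE, 3 arrays each; adjusted p = 0.000318), the myocardin gene Myocd 7.9-fold and Snap91 7.41-fold. The sphingosine phosphate receptor gene S1pr5 was 4.14-fold lower, Gad1 3.75-fold and Rhpn2 2.87-fold. From part 5 to part 6 Itih5 was 5.54-fold higher, Uncx 4.93-fold (2.30 ± 0.35; adjusted p = 0.00354) and the vitronectin gene Vtn 4.85-fold, while Mpzl2 was 4.09-fold, Rspo3 3.19-fold and Serpina3a 3.18-fold lower. Limma called 39 genes in the first of these steps (32 higher, 7 lower) and 59 in the second (46 higher, 13 lower). With a replicate block the counts were 105 and 142. Since some arrays share an embryo, on that count the p-values are too small as a measure across embryos. With a pseudocount of 1 Gad1 lost its call in the first and Uncx and Vtn in the second, and of the genes named Cer1 and Snap91 alone kept theirs whichever replicate number was left out. The count of 39 was 25 without part 4 replicate 1, 13 without part 4 replicate 2, 12 without part 5 replicate 1 and 23 without part 5 replicate 3. The count of 59 was 17 without part 5 replicate 2, 36 without part 6 replicate 1 and 37 without part 6 replicate 3. Without part 5 replicate 2 and part 7 replicate 2 together, a choice made after seeing the data, the counts were 66 and 37.

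**Figure D4:**
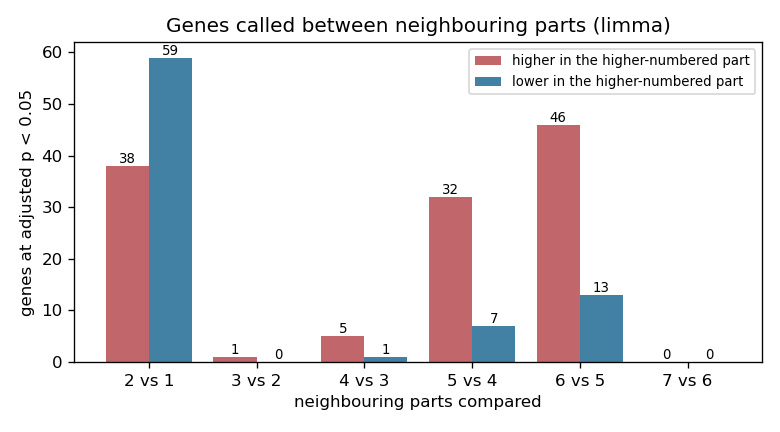
Number of genes at an adjusted p under 0.05 (limma) between neighbouring PSM parts, in the fit without a term for the replicate number. Bars show genes higher and lower in the part with the higher number. The step from part 1 to part 2 has 38 and 59 genes, and the step from part 6 to part 7 has 0 and 0.

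Between part 6 and part 7 limma called 0 of 12141 genes, with 581 at an unadjusted p under 0.05 and a smallest adjusted p of 0.691; some arrays share an embryo. In the 3 genes that follow, picked after their values were seen, the replicate 2 array of part 7 stood apart from replicates 1 and 3, on the side of part 6. Ripply2, a repressor that ends Mesp2 activity, had log2 signals of 4.88, 9.87 and 4.52 in part 7 replicates 1, 2 and 3, against a mean of 9.13 in part 6, and Pcdh8, a protocadherin of the forming segment, of 9.21, 12.01 and 8.53. The myogenic gene Myf5 had 7.42, 4.24 and 7.78 against a part 6 mean of 4.53. In other genes, likewise picked, that array lay above every part 6 array: Hoxd13 had 7.04 against 4.99 at most, Cdx4 5.79 against 4.48 and Stk26 6.57 against 5.93. Without part 7 replicate 2, limma called 62 genes, 23 higher and 39 lower in part 7. Of these, named after their values were seen, the Notch target gene Nrarp (-2.74 ± 0.26, SE), Ripply2 (-4.42 ± 0.87), Notch1 (-1.64 ± 0.26) and Dll3 (-1.32 ± 0.21) were lower and Myf5 (3.06 ± 0.31) and Meox2 (1.60 ± 0.27) higher in the 2 remaining arrays of part 7.

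**Figure D5:**
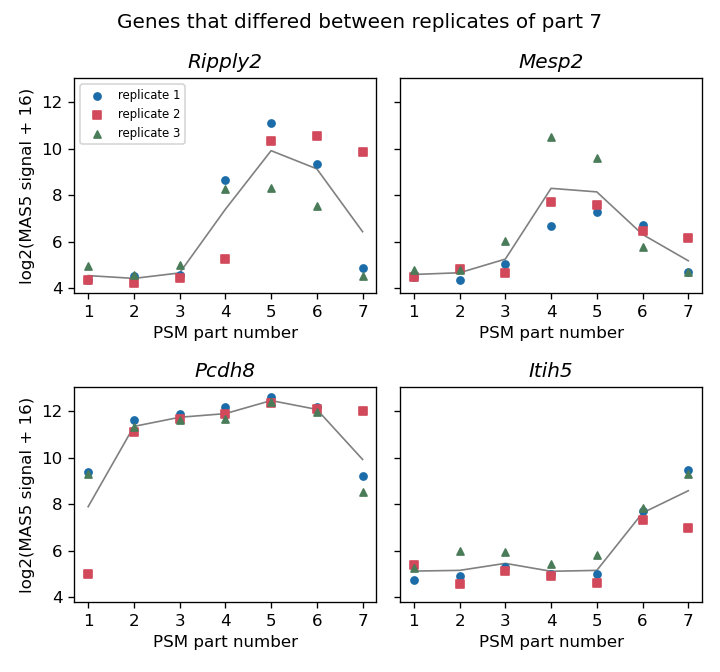
Log2(MAS5 signal + 16) of 4 genes in each of the 21 arrays against the PSM part number, with symbols for the replicate numbers and a line through the part means. In part 7 the replicate 2 array has a Ripply2 value of 9.87, above the 4.88 and 4.52 of replicates 1 and 3.

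The mean of the middle parts differed from that of the other parts in a set of genes, a contrast that also takes in genes high or low at 1 end only. Serpina3a was 4.6-fold higher in the mean of parts 3, 4 and 5 than in the mean of parts 1, 2, 6 and 7 (2.20 ± 0.16, SE; adjusted p = 1.81e-07), and Mesp2 4.12-fold (2.04 ± 0.38; adjusted p = 0.00398), with 8.29 ± 1.99 in part 4 and 4.58 ± 0.17 in part 1 (SD, n = 3). Pcdh8 (3.3-fold), Pappa (3.13-fold), Meox1 (3.12-fold), Mpzl2 (3.06-fold), Shisa3 (3.06-fold), Zfp703 (2.91-fold), Bmp2 (2.87-fold) and Ddit4 (2.64-fold) also had a higher mean over parts 3 to 5, although Meox1 had its highest mean, 11.58, in part 6. The mean was lower than that of the other parts for Vtn (2.73-fold), Bmper (2.71-fold), Cyp26a1 (2.63-fold), Itih5 (2.6-fold) and the cadherin gene Cdh11 (2.51-fold). Vtn had 4.12, 4.33 and 8.40 and Itih5 5.12, 5.11 and 8.57 in parts 1, 4 and 7, so both stood out in high part numbers, and Cyp26a1 was lowest in part 6, at 4.26. Cdh11 had 9.51 ± 0.37, 7.57 ± 0.33 and 9.48 ± 0.22 (SD, n = 3) in parts 1, 4 and 7. Limma called 352 genes: 160 higher over parts 3 to 5, of which 132 had their highest mean there, and 192 lower, of which 147 had their lowest mean there. With a replicate block 715 genes were called. Some arrays share an embryo, so on that count the p-values are too small as a measure across embryos. Pcdh8 and Cyp26a1 lost their calls here with a pseudocount of 1 and without the filter on low values, and Pcdh8 also without replicate 1 or 3, Cyp26a1 without replicate 2 or 3, Itih5 without 1 and Mesp2 without 2.

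Cyclic genes varied more between replicates of a part than other genes of like level. Hes5, a Notch effector, had a within-part SD of 1.34 log2 units, Dusp4 of 0.87, Spry4 of 0.80, Nrarp of 0.69 and Hes1 of 0.68, the 5 highest, while Nkd1 had the lowest, 0.21; these genes were named after their values were seen. The median over the 23 genes was 0.474, against a median of 0.236 for 10000 random lists matched on mean level, of which the central 95% lay between 0.198 and 0.287. The share of random lists as high was 1e-04, the smallest they can give. The SD includes offsets between replicate numbers: Spry4 differed by -1.10 log2 units in replicate 3 over all parts, and by -0.24 in a second probe set. The median SD was 0.354 without replicate 3. The random lists were matched on mean level alone, not on the change along the parts. An array displaced along the parts also widens the SD of a gene that changes along them. In part 7 replicates 1, 2 and 3 Hes5 had 4.82, 8.22 and 4.60, and Nrarp 8.20, 11.02 and 8.21. Their part 6 means were 8.31 and 10.95. How much of the excess comes from such displacement was not tested.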

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

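The 3 added settings were chosen after seeing the data: leaving out part 5 replicate 2 and part 7 replicate 2 together, and covariates for the 3' to 5' ratio and for the endothelium and blood means. With 1 probe set per gene, no result changed direction under the alternatives run for it. Taken alone, other probe sets of Nkx1-2, Atp5c1 and Col1a2, among others, had slopes of the other sign near 0 (highest 0.01, 0.01 and 0.02). Counts over all parts, the slope and part 7 against part 1 stayed within 1.5 times under other pseudocounts, filters, scalings, array weights and the mean of probe sets, and changes below have causes that were not tested, except where fewer arrays or more probe sets enter.

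With only the 2 groups compared in a limma fit, which leaves few degrees of freedom, the counts were 1082 for part 7 against part 1, and 0, 0, 1, 15 and 26 for the steps up to part 6. A pseudocount of 1 gave 55 genes for part 2 against part 1 and 37 for part 6 against part 5, and one of 64 gave 10 for part 4 against part 3. The filter at the 75th percentile gave 61 for part 2 against part 1. Array weights gave 188, 12, 58, 68 and 101 genes for the steps up to part 6 and 539 for the middle parts. Testing every probe set for the linear trend over parts gave 3618 slopes, and 2 genes for part 3 against part 2. An estimated correlation left 6 called lists. Without the filter the rank correlation of the Hox paralogue number against slope was -0.271.

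The fit has no term for the replicate numbers, since no label ties them to embryos and not every same-numbered pair correlated above 0.1 in its deviations from the part means, the rule set for such a term. However, 55 of 63 pairs did, and 20 of 21 arrays correlated best with an array of their own number, so the arrays group by number in the data although the design does not name the groups. With a replicate block limma called 3026 genes for any difference, 2850 for part 7 against part 1, 486, 18, 34, 105 and 142 for the steps up to part 6, 0 for part 7 against part 6 and 715 for the middle parts. With the block 8 named genes gained a call, Slc16a1 and Bnip3 among them. With the number as a random effect the counts were, in the same order without the last step, 2717, 2636, 366, 14, 28, 96, 138 and 633. The list neural crest lost its call with the block (adjusted p = 0.0755), within a range of 0.0314 to 0.153 over its alternatives.

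Leaving out 1 array or 1 replicate number gave 603 to 1715 genes for any difference, 1366 to 2321 for the slope, 695 to 1701 for part 7 against part 1, 14 to 186, 0 to 7, 0 to 10, 5 to 56, 3 to 74 and 0 to 62 for the steps in order, and 109 to 426 for the middle parts. With a whole replicate number left out, called lists ran from 13 to 15, the median SD of cyclic genes from 0.354 to 0.524 and the Hox rank correlation from -0.566 to -0.460. With both doubted arrays out, the counts were 0 for part 3 against part 2, 66, 37 and 56 for the last 3 steps. The 3' to 5' ratio gave 155 for part 2 against part 1 and 8 for part 3 against part 2; the endothelium and blood means gave 190 for part 2 against part 1 and 12 for part 4 against part 3, while fewer genes were called for the slope, 1469 of the 2330 among them, and for part 7 against part 1, 1098 with 948 of the 1625 among them. Of the named genes, 13 lost their call with a pseudocount of 1, 10 without the filter, which adds tests, and 32, 35 and 33 without replicate 1, 2 or 3, where fewer arrays enter; 2 gained one with a pseudocount of 1 and 1, 5 and 4 without replicate 1, 2 or 3. Among the losses the slopes of Jun and Dusp4 lost their calls without replicate 2 or 3, Bmp4 without 1 or 3, Col1a2, Grhl3 and Gadd45b without 2, Mki67 without 1 and Wt1 without 3.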

Other observations

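The gene families, the tests of exchanged labels, of another embryo and of part 5 replicate 2, and the planted displacement were chosen after the results were seen. Of 10 genes with an Fgf symbol, Fgf13 and Fgf14 among them, 6 fell with part number and 1 rose. Fgf15 had a slope of -0.64 ± 0.03 (SE) per part, Fgf3 of -0.63 ± 0.05 and Fgf17 of -0.61 ± 0.09, against 0.93 ± 0.12 for Fgf18. Whether all 10 encode secreted ligands was not checked. Of 12 Wnt ligands 5 fell, with Wnt5a at -0.51 ± 0.05, and 1, Wnt16, rose by 0.36 ± 0.05. Eph receptors and ephrins, cell surface partners in boundary formation, split into 6 that rose, led by Efnb2 at 0.78 ± 0.11, and 4 that fell, led by Epha1 at -0.58 ± 0.05, of 17.

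Of 22 Forkhead genes 7 rose, among them Foxp1 at 0.57 ± 0.06 and Foxd2 at 0.50 ± 0.05 (SE), and 1 fell. All 6 Tbx genes kept by the filter passed, 3 up, with Tbx18 at 0.74 ± 0.09, and 3 down. Of 15 Sox genes 3 rose, Sox6 by 0.74 ± 0.06, and 0 fell. These were 6 of 15 families examined. Of 12 Adamts proteases 4 rose and 4 fell, and of 21 Sprouty and Dusp genes 1 rose and 6 fell. Zic genes rose in 2 of 2 cases, Meis and Pbx genes in 2 of 5, and 1 of 4 Irx genes fell. By limma 1 of 9 Bmp and Gdf ligands passed, 6 of 25 semaphorins, netrins, slits and Robo genes (3 up, 3 down) and 5 of 15 protocadherins and cadherins. Ribosomal proteins passed in 0 of 43 cases by limma, against 5 at an unadjusted p under 0.05. Over all 12141 genes tested, 19.2% had a called slope. Transcripts of the Y-linked gene Eif2s3y lay between 7.76 and 9.20 log2 units in the 21 arrays and Xist between 4.31 and 6.33.

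Chance assignment of arrays to parts can be excluded for 4 results over all parts, since 1 of 100 splits of the 21 arrays, the real one included, gave as many genes for any difference (1627, highest other 895), for the slope (2330, highest other 1408) and for the middle parts (352, highest other 20), and 2 of 100 gave as many called lists (15, highest other 16). For 3 arrays against 3 the 10 splits are too few for a share under 0.05: part 7 against part 1 gave 1625 with a highest other of 1, and the steps gave 97 and 11, 1 and 0, 6 and 0, 39 and 0, 59 and 0, and 0 and 4.

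The replicate 2 arrays sat lower on the axis than the others: their positions, estimated from 500 genes of the other replicate numbers, lay below the part number in 6 of parts 2 to 7, by -0.517 ± 0.308 parts (SD, 6 parts) and relative to those other numbers. An exchange of the labels of parts 6 and 7 would not account for the positions of 1.6, 2.45, 3.55 and 4.6 in parts 2 to 5. Whether those labels were exchanged cannot be told, as the positions of both arrays, 5.8 and 5.9, are too close to give their order. A difference in boundary and Notch genes alone is argued against by a position of 5.9 for part 7 replicate 2 without those 41 genes. Pieces cut at displaced positions may explain the lower positions of replicate 2 and stay open. Over 11641 other genes the deviation of replicate 2 followed the local gradient (correlation above 0.1) in 2 of 6 parts. That was under the bound of 4 set in advance, in a test that replaced one restating the pattern. A planted displacement of 0.5 part reached that correlation in 0 of 6 parts, however, so a displacement of that size would not have met the bound and the test decides nothing. No other biological explanation was tested.

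Over 14 arrays each, replicate 3 differed from replicate 1 in 3810 genes and from replicate 2 in 3774, and replicates 1 and 2 differed in 4; with all 21 arrays replicate 3 differed from the others in 4360. Vessel cells are argued against as the whole cause, since 3120 of the 4360 genes still differed with the endothelium mean as a covariate. RNA quality cannot be told apart, with 2137 genes left beside the 3' to 5' ratio, and neither can sequence variants under single probe sets, since 30% of 50 genes with a second probe set showed at least 0.5 of the difference there. Afp and Ttr, genes of yolk sac and gut endoderm, were higher by 4.75 and 3.09 log2 units, and by 3.25 and 2.46 in a second probe set. Replicate 3 may be the set from another embryo that the design names, which the count of 4 leaves open, as no label ties the numbers to embryos and a processing batch would look alike.

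Part 5 replicate 2 held transcripts of the lowest parts: Nkx1-2 had 7.70 log2 units there, against 4.62 and 4.72 in the other part 5 arrays and 5.43 at most in parts 2 to 4, and Cyp26a1 had 7.62 against 4.11 and 5.24. Carry-over of part 1 tissue may explain it and cannot be told apart: 28 genes at least 8 times higher in part 1 implied a median share of 7.78% (other arrays -1.03% and 1.02%). The shares had a quartile range of 9.41%, and the spread that 1 shared admixture would give was not estimated. A lower position on the axis stays open, as 17 of the 28 genes were above part 4 replicate 2, and so does neural tissue, as 5 of 10 neural tube genes were above both other arrays. Earlier bounds on Nkx1-2 alone, a share of 43.6% and an excess of 2.27 log2 units over parts 2 to 4, had spoken against the first and second; they were replaced after being seen, because a gene picked for its displacement excludes nothing. No biological explanation was tested.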
